A study of Mus musculus with 3 samples. Its data were reported in "NR2F2 regulation of interstitial cell fate in the embryonic mouse testis and its impact on differences of sex development" (2025).

How the data were processed

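NR2F2 (also called COUP-TFII) is a nuclear receptor, a transcription factor that binds DNA. Its binding was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in whole testes of CD-1 mouse embryos at E14.5 (embryonic stage). The series held 2 NR2F2 ChIP libraries and 1 input library, which is sheared chromatin sequenced without immunoprecipitation. Groups and the ChIP replicate numbers were taken from the sample labels, and the label of the input gives no number.

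The deposited values were raw counts of reads per peak, made by the authors for each library separately. According to the study's methods, single-end reads were trimmed with TrimGalore, mapped to the mm10 genome with Bowtie 2 in local mode, filtered on mapping quality and cleared of duplicates with Picard. The authors merged the ChIP replicates before they called peaks with HOMER, resized each peak to 300 bp and removed peaks in blacklisted regions. How reads were assigned to a peak is not given in the sources used here. The peaks were therefore called on the same ChIP reads that were counted in them, so every peak was selected for a high ChIP count, and the lowest sum over both replicates was 24. Duplicate removal also limits how high a count can rise in a short interval.

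The counts covered peaks only. Whole-library totals were not used here, so the ratio of ChIP to input counts at a peak is known only up to the factor by which the libraries differ in depth. The totals at peaks were 73251 counts for the input, 426784 for ChIP replicate 1 and 364261 for ChIP replicate 2. These totals are not sequencing depths. With a median of 7 input counts per peak, the input limits the precision of every ratio. The edgeR and DESeq2 fits cover counting error and the spread between the 2 ChIP libraries, with the single input assumed to vary like them. The binomial test and the floors cover counting error only. The Wilson and bootstrap intervals cover sampling of peaks and carry no spread between libraries.

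Two-group tests used the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, limma 3.58.1, R 4.3.3) on the counts as deposited, with all 3 libraries and Benjamini-Hochberg adjusted p under 0.05. One test took the libraries as equally deep, with no normalisation, and asked which peaks had ChIP above input. The other scaled the libraries by TMM factors on the counts at peaks and asked which peaks were enriched above or below the typical peak. Its answer does not depend on the unknown depths. Standard errors were derived from the log2 fold change and the F statistic. Ratios had 0.5 added to each count. Replicates were compared by Pearson r of log2(CPM + 1), with CPM taken over the counts at peaks, by Spearman rho, and by an exact two-sided binomial test per peak. Correlations and motif tests ran across peaks, which are not independent replicates. Intervals are at the 95% level: Wilson for shares, and bootstrap resamples of peaks for correlations, with 1000 for the agreement of the replicates and 300 for the checks of GC content and of thinned counts.

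Genomic context followed the study's classes and used curated RefSeq transcripts of the GRCm38 assembly, the same assembly as mm10 (45756 transcripts of 26180 genes on the chromosomes). A peak was TSS proximal when it overlapped the nearest transcription start site (TSS) or lay up to 1 kb upstream, upstream at up to 10 kb, gene body when inside the gene downstream of the TSS, and otherwise intergenic. Distances run from the nearer edge of the peak. The 5 peaks on unplaced contigs were given no context, which left 10064. The motif AGRGGTCA (R is A or G) was searched on both strands of the peak, of 300 bp windows 2 kb to either side and of dinucleotide-shuffled peak sequence, with two-sided Fisher's exact tests. Statistics other than the fits were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

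The methods were tested on simulated counts for 10069 peaks. In the first scenario, most peaks had no enrichment and 200 were raised 8-fold. The equal-depth edgeR test recovered 0 of these 200, robust fitting also recovered 0, DESeq2 1.42.0 recovered 147, and edgeR with the replicates scaled to each other recovered 199 with 10 false calls. The scenario was then replaced, after that outcome was seen, by one with the peaks at their real means and 200 without enrichment. There the equal-depth test recovered 83.4% of 9869 enriched peaks when the replicates differed in depth, and called 4 of the 200. Robust fitting recovered 98.6% and called 4, scaling the replicates to each other recovered 98.9% and called 5, and DESeq2 recovered 65.6% and called 0. The equal-depth test has thus low power where few peaks are enriched. It was kept as the main test because it had been fixed before the data were examined. In the test relative to the typical peak, 78 of 100 peaks raised 4-fold and 86 of 100 lowered 4-fold were recovered, with 11 false calls. In the comparison of the ChIP replicates, 141 of 200 peaks changed 3-fold were recovered, with 6 false calls. A placed motif was found in 200 of 200 sequences on either strand.

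Except for a further peak near Gli2, the peaks named in the text were fixed by rule before the data were examined. They were the 5 with the highest mean ChIP value, the 3 highest input counts and the 3 smallest binomial p. The 3 largest and the 3 smallest fold changes among peaks past the threshold relative to the typical peak were also named. So was the strongest peak of each gene on 2 lists. The interstitial list held 15 genes and the fetal Leydig list 10, all named in the study, which picked some of them on these libraries. The values at 1 listed gene are not reported here. Alternatives covered the assumed depth, the scaling, DESeq2, a minimum of 10 input counts, the pseudocount, gene models and motif. Robust fitting, scaling of the ChIP replicates to each other, DESeq2 at depths other than equal, a fit without peaks of equal ChIP counts and GENCODE gene models were added after the data had been seen.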

Results

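NR2F2 binding was profiled in whole testes of CD-1 mouse embryos at E14.5 (embryonic stage), with 2 ChIP replicates and 1 input library. All 3 libraries were counted over the same 10069 peaks of 300 bp in mm10 coordinates. The input held 73251 counts at the peaks, with a median of 7 per peak and a range of 0 to 29. ChIP replicate 1 held 426784 counts, with a median of 37 and a range of 5 to 442. ChIP replicate 2 held 364261 counts, with a median of 31 and a range of 4 to 517. The input count was 0 at 40 peaks.

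The first question was how closely the ChIP replicates followed each other. Across peaks, Pearson r was 0.820 (95% bootstrap interval 0.813 to 0.827) and Spearman rho was 0.818 (0.810 to 0.825). Leaving out the quartile of peaks with the lowest summed ChIP count moved these most, to an r of 0.775 and a rho of 0.728. Simulated replicates that differed by counting error only had an r of 0.874. Against the input, Spearman rho was 0.472 for replicate 1 and 0.434 for replicate 2. These correlations run across peaks, which are not independent replicates.

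The replicates were then compared peak by peak. An exact two-sided binomial test found 10 peaks with an adjusted p under 0.05, of which 1 was higher in replicate 1 and 9 were higher in replicate 2. Without adjustment, 889 peaks (8.83%) had a p under 0.05, against 4.15% in simulated replicates with no difference. This test compares the 2 libraries and not conditions. The smallest p was at chromosome 17, 4626185 to 4626484, outside any gene and 8496 bp upstream of the TSS of 4930517M08Rik (gene identifier 75117). Replicate 1 had 139 counts there and replicate 2 had 19 (exact binomial adjusted p = 7.41e-16), and the input count of 29 was the highest of all peaks. A peak in an intron of Frmd6 (319710, chromosome 12, 70851700 to 70851999) had 10 counts in replicate 1 and 40 in replicate 2, with an exact binomial adjusted p of 0.00402. A peak on an unplaced contig of chromosome 4, at 34741 to 35040, had 442 and 517 counts, with an exact binomial adjusted p of 0.00402.

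Enrichment over input was examined next. The median ChIP to input ratio of raw counts was 5.11 in replicate 1 and 4.39 in replicate 2, a mean of 4.75 ± 0.505 (SD, n = 2). This SD includes any difference in depth between the replicates, whose totals at peaks had a ratio of 1.17. With 5 added to each count in place of 0.5, the mean fell to 3.28. The ChIP count was above the input count in both replicates at 10059 peaks. With the libraries taken as equally deep, edgeR's quasi-likelihood test placed 8122 of 10069 peaks above input at an adjusted p under 0.05, and 0 below. The count depends on that assumption and on the fit. With the ChIP libraries taken as 2 times deeper than the input, the same test called 0 peaks, although 3928 had an unadjusted p under 0.05, and DESeq2 called 491 but gave 7415 peaks no adjusted p. With the ChIP libraries 2 times shallower, edgeR called 9858. Because the peaks had been selected on the merged ChIP reads, these calls are not independent evidence of binding.

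A comparison of peaks with each other does not need the depths. With TMM scaling on the counts at peaks, edgeR's quasi-likelihood test placed 154 peaks above the typical ChIP to input ratio and 5 below it at an adjusted p under 0.05. DESeq2 moved this most, to 22 above and 0 below, and gave 9370 peaks no adjusted p. The edgeR fit behind the 154 calls gave no peak a variance of its own. Among the 154 peaks above, 83 were TSS proximal (53.9%), against 36.0% of all peaks, and 56 had at most 3 input counts. GC content was not matched in this comparison.

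The 3 largest fitted values were at peaks with an input count of 0, so their size is given as a bound against a floor of 3 input counts. A peak in an exon of a non-coding transcript of 4930505N22Rik (100174921, chromosome 19, 45998012 to 45998311) had 193 and 183 ChIP counts, at least 64.3-fold and 61.0-fold higher than input. A peak in a coding exon of Pyurf (66459, chromosome 6, 57691715 to 57692014) had 110 and 100 ChIP counts, at least 36.7-fold and 33.3-fold higher. This peak lay 64 bp downstream of the nearest TSS. A peak at the TSS of Ulk2 (29869, chromosome 11, 61855071 to 61855370) had 54 and 44 ChIP counts, at least 18.0-fold and 14.7-fold higher. These bounds refer to raw counts.

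The 3 smallest values past the threshold were at an intron of Mllt1, at an intergenic site near Gm4419 and at an intron of Klrg2. At Mllt1 (64144, chromosome 17, 56927066 to 56927365) the input count was 18 and the ChIP counts were 23 and 13, a log2 ratio of -2.31 ± 0.50 (SE) relative to the typical peak (edgeR adjusted p = 0.000860). At the site 18992 bp from the TSS of Gm4419 (100043407, chromosome 12, 21436874 to 21437173) the input count was 13 and the ChIP counts were 15 and 12. Its log2 ratio was -2.25 ± 0.60 (edgeR adjusted p = 0.0173). At Klrg2 (74253, chromosome 6, 38630511 to 38630810) the input count was 16 and the ChIP counts were 21 and 20, a log2 ratio of -1.95 ± 0.51 (edgeR adjusted p = 0.0131). Neither these 3 peaks nor the Ulk2 peak passed with DESeq2's size factors in edgeR.

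The 2 peaks with the most ChIP counts lay on the same unplaced contig of chromosome 4. The stronger one, at 34741 to 35040, had a mean of 479.5 ± 53.0 ChIP counts (SD, n = 2) and 8 input counts. The other, at 35585 to 35884, had 343 ± 39.6 ChIP counts (SD, n = 2) and 10 input counts. They were followed by an intron of Atp5e (67126, chromosome 2, 174463651 to 174463950) with 288 ± 21.2 counts. A peak at the TSS of Tyw5 (68736, chromosome 1, 57406532 to 57406831), whose midpoint lay in the 5' UTR of Maip1, had 281.5 ± 21.9 counts. A peak in the 5' UTR of Ndufs8 (225887, chromosome 19, 3912382 to 3912681) had 281 ± 43.8 counts. The Atp5e and Ndufs8 peaks lay 151 bp and 93 bp downstream of the nearest TSS. All 5 were above the typical peak in the edgeR test, with log2 ratios between 1.95 and 3.60.

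After the chromosome 17 peak, the highest input counts were 25 in an intron of Cwc22 (80744, chromosome 2, 77945919 to 77946218) and 23 in the 5' UTR of Xrcc6 (14375, chromosome 15, 82016299 to 82016598). Neither differed from the typical peak. The log2 ratio was -0.19 ± 0.32 (SE) at Cwc22 and -0.13 ± 0.33 at Xrcc6. The Cwc22 peak lay 138 bp downstream of the nearest TSS.

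The position of the peaks relative to genes was determined for 10064 peaks. TSS proximal peaks made up 36.0% (3622 peaks, Wilson interval 35.1% to 36.9%). Gene body peaks made up 34.0% (3418), intergenic peaks 25.7% (2587) and upstream peaks 4.34% (437). Counting peaks within 1 kb on either side of a TSS as proximal moved this most, to 58.0% TSS proximal and 11.98% gene body. By the midpoint of the peak, 33.3% lay in an intron, 10.3% in a coding exon and 39.4% outside any gene.

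The ChIP to input ratio was compared between these classes within each replicate. The median ratio was 5.08 ± 0.761 (SD, n = 2) at TSS proximal peaks, 4.73 ± 0.386 in gene bodies, 4.67 ± 0.471 upstream and 4.34 ± 0.280 at intergenic peaks. Each of these SDs includes any difference in depth between the replicates. TSS proximal peaks exceeded intergenic peaks in both replicates, by 0.31 in replicate 1 and by 0.13 in replicate 2 on the log2 scale. The mean difference was 0.22 ± 0.12 (SD, n = 2). With 2 ChIP libraries and 1 input, it was given no test. GC content was not matched, and its median was 64.7% at TSS proximal and 52.7% at intergenic peaks. From the lowest to the highest GC decile, the median ratio went from 4.06 to 6.56 in replicate 1. In replicate 2 it went from 4.47 to 5.43, with the lowest value, 3.91, in decile 3. The class difference is thus not separated from GC content.

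**Figure D1:**
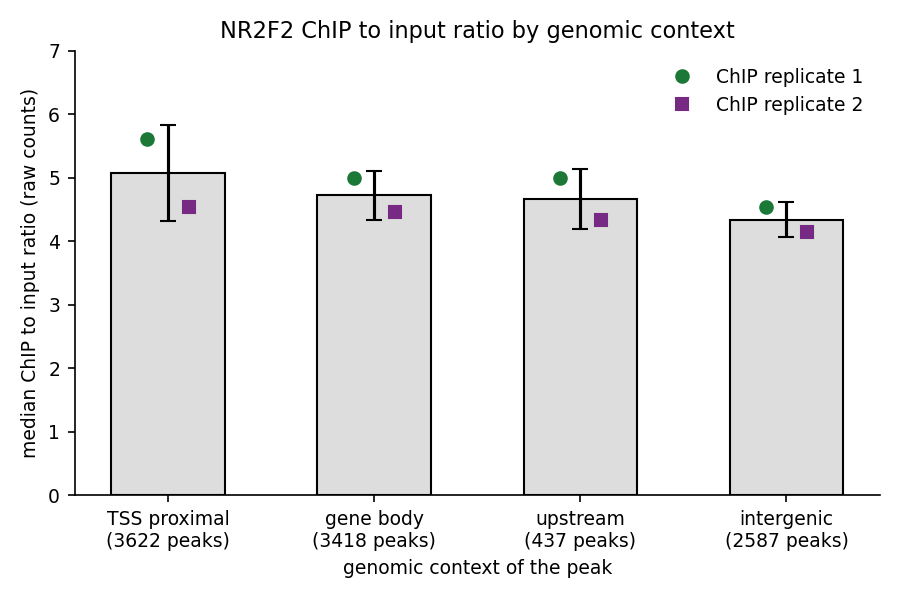
Median ratio of NR2F2 ChIP to input raw counts per peak (y axis, no unit) by genomic context (x axis, with the number of peaks). Bars are the mean of the 2 ChIP replicates, error bars are 1 SD and symbols are the single replicates. The SD includes any difference in depth between the replicates. The mean runs from 5.08 at TSS proximal peaks to 4.34 at intergenic peaks.

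NR2F2 recognises sequences built on the core RGGTCA, and the peaks were searched for the extended form AGRGGTCA. It was present in 1053 of 10064 peaks (10.5%, Wilson interval 9.88% to 11.1%), against 2.80% of windows 2 kb away. The odds ratio was 4.05 (95% interval 3.65 to 4.50, two-sided Fisher's exact test, p = 7.80e-159). Restricting the comparison to TSS proximal peaks moved it most, to an odds ratio of 2.22. Against shuffled peak sequence the odds ratio was 3.56. In the quartile of peaks with the highest summed ChIP count, 13.5% held the motif, and the other quartiles had 9.74%, 9.34% and 9.26% from the weakest up. Shuffled sequence also held it most often in the strongest quartile (3.90%), and the odds ratios against shuffled sequence were 3.33, 3.14, 3.97 and 3.86 from the weakest to the strongest, with overlapping 95% intervals. TSS proximal peaks held it in 6.13% of cases and all others in 12.9%.

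**Figure D2:**
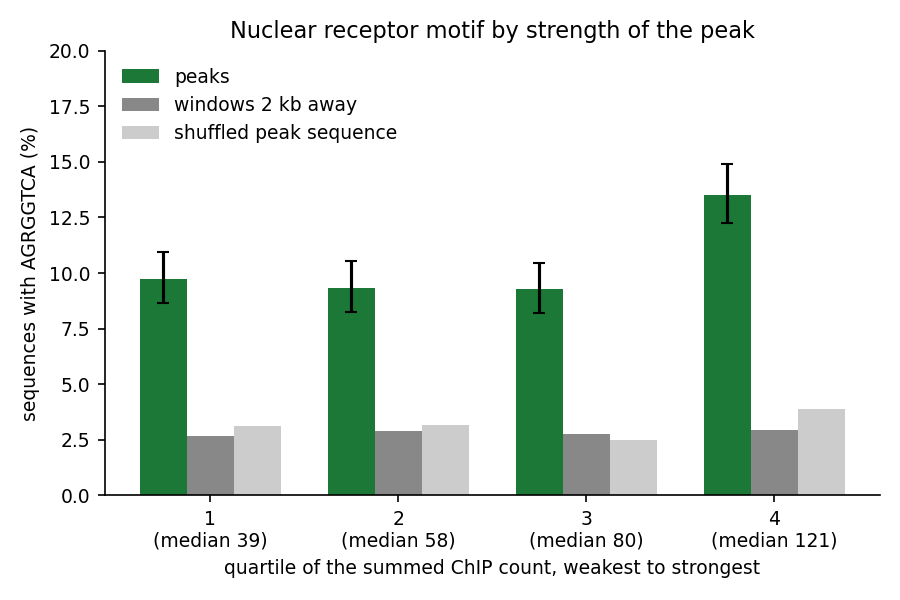
Share of sequences with AGRGGTCA in percent (y axis) for peaks, windows 2 kb away and shuffled peak sequence, by quartile of the summed ChIP count (x axis, with the median count). Error bars on the peaks are 95% Wilson intervals. The strongest quartile reaches 13.5% and the others lie between 9.26% and 9.74%.

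The study asked whether NR2F2 binds near genes of interstitial cells and of fetal Leydig cells, the androgen-producing cells of the fetal testis. It examined all genes that differed in expression between progenitor and fetal Leydig cells, whereas only 25 genes were examined here. Of 15 listed interstitial genes, 8 were the nearest gene to at least 1 peak, with 32 peaks in all. Of 10 fetal Leydig genes, 5 were nearest to a peak, with 5 peaks in all. Among all 26180 genes, 7925 were nearest to at least 1 peak, and the lists were not tested against these. No peak had Pdgfra, Inhba, Adam23, Lhx9, Wt1, Hoxd3 or Ebf1 as its nearest gene on the first list, or Cyp17a1, Cyp11a1, Hsd3b1, Insl3 or Gata6 on the second. Counting instead any peak within 50 kb of a TSS of the gene, 9 interstitial and 6 fetal Leydig genes had a peak, so a gene without a nearest peak can still have one in its neighbourhood. At equal depth, edgeR called 35 of the 37 peaks above input over all peaks and 36 when adjusted over the list alone. Relative to the typical peak it called 0 over all peaks and 1, at Pknox2, when adjusted over the list alone (edgeR adjusted p = 0.0438, against 0.0638 over all peaks). The 2 peaks without a call above input over all peaks were the Star peak and a peak 72002 bp from the TSS of Gli2 (chromosome 1, 119125621 to 119125920), named after its values were seen. The study picked some of these genes on the same libraries, so the counts adjusted over the list alone are not independent evidence.

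The strongest listed peak lay in an intron of Pknox2 (208076, chromosome 9, 37054170 to 37054469), with 162 and 131 ChIP counts and 13 input counts. Its log2 ratio at equal depth was 3.48 ± 0.33 (SE, edgeR adjusted p = 0.0311). The Tcf21, Gli2, Smad3 and Nr2f2 peaks had the same adjusted p, so it does not rank these peaks. At Tcf21 (21412, coding exon, chromosome 10, 22819448 to 22819747) the ChIP counts were 67 and 71 over 11 input counts. At Nr2f2 itself (11819, chromosome 7, 70361556 to 70361855) a peak 963 bp upstream of the nearest TSS, inside an intron of a longer transcript, had 67 and 53 ChIP counts over 8. An intron of Smad3 (17127, chromosome 9, 63757263 to 63757562) had 65 and 53 over 7. An intron of Gli2 (14633, chromosome 1, 119033395 to 119033694) had 58 and 51 over 12. A coding exon of Wnt5a (22418, chromosome 14, 28522551 to 28522850) had 52 and 38 over 15. The Tcf21 and Smad3 peaks lay only 396 bp and 432 bp downstream of the nearest TSS. Those of Wnt5a, Gli2 and Pknox2 lay 11146 bp, 19925 bp and 92853 bp downstream. A site 22313 bp upstream of Tmsb10 (19240, chromosome 6, 72981061 to 72981360), outside any gene, had 42 and 31 over 6. Only the strongest peak of each gene is described here, and Tmsb10 was the nearest gene to 3 peaks.

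Among the fetal Leydig genes, the strongest peak lay 4874 bp upstream of Nr5a1 (26423, chromosome 2, 38719416 to 38719715), outside any gene, with 75 and 66 ChIP counts over 11 input counts. Its log2 ratio at equal depth was 2.67 ± 0.30 (SE, edgeR adjusted p = 0.0311). This is the adjusted p that the Pknox2 peak also had, so it does not rank the 2 peaks. The peak nearest to Star (20845, chromosome 8, 25819062 to 25819361) lay 10588 bp downstream of its TSS, in an intron of Ash2l. It had 24 and 19 ChIP counts over 9 input counts, and its log2 ratio of 1.24 ± 0.34 did not pass the threshold at equal depth (edgeR adjusted p = 0.0560). It passed with robust fitting (edgeR adjusted p = 0.0345) and when adjusted over the list alone (0.0484), but not with DESeq2 (adjusted p = 0.233). Over the alternatives its adjusted p ranged from 0.0151 to 0.699. A peak 445 bp upstream of Thrb (21834, chromosome 14, 17660216 to 17660515) had 31 and 34 ChIP counts over 8. An intron of Rora (19883, chromosome 9, 69092158 to 69092457) had 32 and 23 over 6, and an intron of Esrrg (26381, chromosome 1, 187937530 to 187937829) had 19 and 16 over 5. The Rora and Esrrg peaks lay 197384 bp and 59998 bp upstream of the nearest TSS of their gene, inside longer transcripts of it, and were classed as intergenic.

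**Figure D3:**
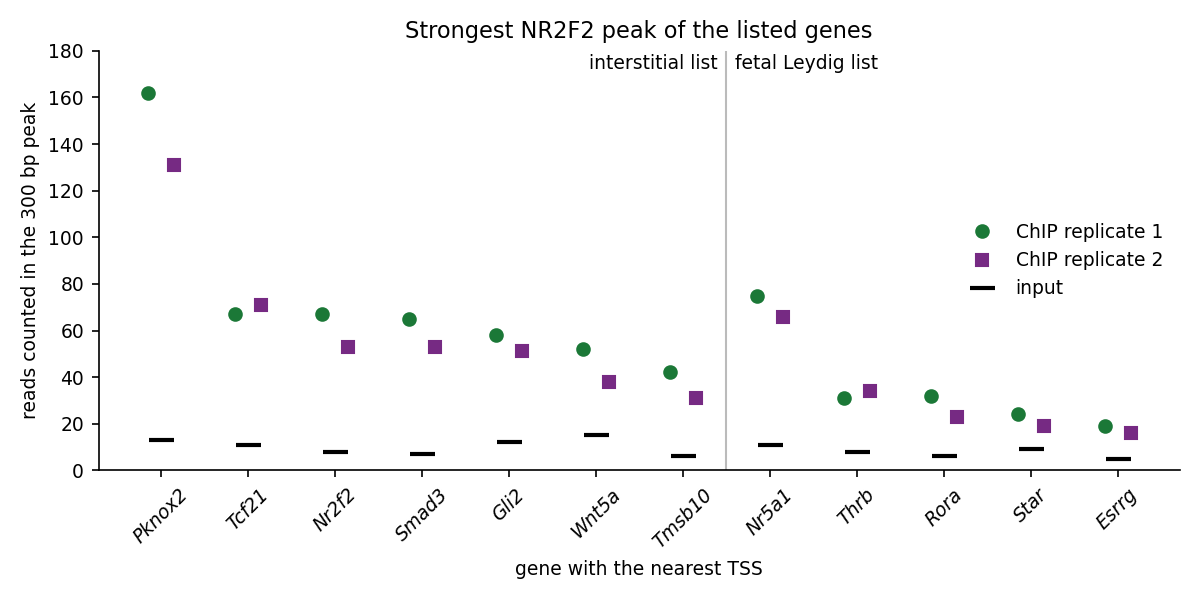
Reads counted in the strongest 300 bp peak (y axis) of the listed genes whose peaks are given in the text (x axis), for the 2 ChIP replicates and the input. The ChIP counts run from 16 at Esrrg to 162 at Pknox2, all above the input count of the same peak.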

Values the study reported

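The study reported 10,069 NR2F2 binding peaks in whole testes at E14.5. It placed 35% of them in the proximal promoter, 34% in gene bodies, 26% in intergenic sequence and the remaining 5% upstream of the closest gene. The study also described a significant peak at the Tmsb10 TSS, whereas the Tmsb10 peak given above is the strongest of 3.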

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

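Robust fitting, scaling of the ChIP replicates to each other, DESeq2 at depths other than equal, a fit without peaks of equal ChIP counts and GENCODE gene models were tried only after the results had been seen.

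The number of peaks above input rested on the assumed depth and on the variance fit. It was 8122 at equal depth, and 0 with the ChIP libraries 2 times deeper, 0 with the lowest 1% of peaks set to a ratio of 1 and 0 in a test against a 2-fold change. With the ChIP libraries 2 times shallower it rose to 9858. Peaks with an unadjusted p under 0.05 numbered 3928, 4936 and 6930 in these edgeR tests. Robust fitting gave 4299, 6033 and 8488 adjusted calls under the same settings, and DESeq2 gave 491 and 809 under the first 2, with no adjusted p at 7415 and 5661 peaks. With the replicates scaled to each other, 5662 peaks passed at 2 times deeper and 8716 against a 2-fold change. The equal-depth fit had 1.54 prior degrees of freedom. Without the 384 peaks of equal counts in both ChIP replicates, the prior degrees of freedom were no longer finite and 9175 of 9685 peaks passed. DESeq2 at equal depth gave 6006 calls, of which 5540 were among the 8122. Robust fitting gave 9816 calls at equal depth and scaling the replicates gave 9846, although scaling also lowered the biological coefficient of variation from 15.2% to 9.95%. In simulated data where most peaks had no enrichment, the equal-depth edgeR test and its robust form both recovered 0 of 200 raised peaks, so a count of 0 from it is not evidence of no enrichment. With at least 10 input counts, 2149 of 2427 peaks passed, fewer because fewer were tested. Every setting gave 0 peaks below input. Of 13 named peaks at listed genes, 12 lost their call with the ChIP libraries 2 times deeper, 12 with the lowest 1% set to a ratio of 1, 12 in the test against a 2-fold change and 4 with DESeq2 at equal depth. With robust fitting the losses were 5, 4 and 2 under the first 3 of these settings. With the replicates scaled to each other they were 4 at 2 times deeper and 1 against a 2-fold change. With DESeq2, 6 peaks lost their call at 2 times deeper and 7 with the lowest 1% set to a ratio of 1. Only the Pknox2 peak kept its call in these DESeq2 tests, and the other listed peaks had no adjusted p. Of 15 peaks named for the other rules, the chromosome 17, Cwc22, Xrcc6 and Frmd6 peaks had no call relative to the typical peak to lose. Among the rest, 4 lost their call with DESeq2 size factors. The DESeq2 test gave an adjusted p at 10 of the 15, and none at the Ulk2, Mllt1, Gm4419 and Klrg2 peaks.

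Peaks above the typical ratio fell from 154 to 39 with DESeq2 size factors, to 102 without TMM, to 22 with DESeq2 and to 58 with at least 10 input counts. Peaks below fell from 5 to 0 with DESeq2 size factors and to 0 with DESeq2, and numbered 7 without TMM, 7 without the X and Y and 4 with at least 10 input counts. At an unadjusted p under 0.05, 890 peaks passed with DESeq2 size factors and 212 with DESeq2. The 39 and 22 peaks were all among the 159 called originally, whereas 31 of the 62 called above or below with at least 10 input counts were. Without TMM the median log2 ratio of all peaks moved by -0.11. The main fit had prior degrees of freedom that were not finite, so no peak had a variance of its own. With DESeq2 size factors they were 10.5, while the median log2 ratio was -0.0082 against 0.016. In the main fit 1051 peaks had an unadjusted p under 0.05. The fall to 39 thus went with the variance fit more than with the ratios. The cause of the other losses was not tested, except that the minimum of 10 left 2427 peaks to test. The filterByExpr filter removed 0 peaks.

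The median ratio moved to 3.28 with a pseudocount of 5 and to 3.87 with at least 10 input counts. Leaving out 1 ChIP replicate gave 4.39 to 5.11, and the log2 difference between TSS proximal and intergenic peaks was 0.13 to 0.31. For the tests against input, leaving out a ChIP replicate leaves 1 library against 1 and no test. Replicate agreement moved to an r of 0.829 with log2(value + 10), to an r of 0.775 and a rho of 0.728 without the weakest quartile, and to an r of 0.802 without the strongest 1%. The cause was not tested.

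The shares by context moved beyond their counting intervals under most alternatives. TSS proximal peaks were 34.6% with protein-coding genes only, 58.0% with both sides of the TSS counted, 42.6% among peaks above the median summed ChIP count and 39.5% with GENCODE. Gene body peaks were 11.98% with both sides counted, 32.9% above the median count and 29.4% with GENCODE. Upstream peaks were 3.93% with protein-coding genes and 6.56% with GENCODE. Intergenic peaks were 27.0%, 20.1% and 24.5% with protein-coding genes, above the median count and with GENCODE. The motif odds ratio stayed above 1 and past the threshold under all 5 alternatives, from 2.22 to 5.19. The number of peaks that differed between the replicates was 8 to 10. The minimum of 20 counts removed no peak, so it tests nothing. No paired analysis was possible because there was a single input library, whose label gives no replicate number.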

Other observations

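The tests on the X chromosome's input counts, the tests of chance and of extra copies at the chromosome 17 peak, the test of ChIP signal at TSS proximal peaks and the test of the contig peaks were chosen only after the result was seen. No biological explanation was tested beyond those named.

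The input had fewer counts at X peaks than at autosomal peaks. The mean was 3.69 at 202 X peaks and 7.35 at 9862 autosomal peaks, a ratio of 0.502 (95% interval 0.464 to 0.540). Matched on GC decile and genomic context, the ratio was 0.486 (0.446 to 0.523). That interval leaves out 1, which argues against GC content or genomic context of the X peaks as the cause. It includes the value expected from one copy of the X chromosome per cell, which is therefore consistent with the counts. In the ChIP libraries the matched ratio was 0.577 and 0.566.

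The X also had fewer peaks, 1.24 per megabase (95% Poisson interval 1.07 to 1.42) against 4.12 on the autosomes. Autosomal counts thinned by a factor of 2 left 3.20 peaks per megabase at or above the lowest summed ChIP count. This argues against fewer DNA copies against a fixed count threshold as the whole cause, if that lowest count stands in for the peak caller's threshold. TSS proximal peaks numbered 7.73 per 100 genes on the X and 14.2 on the autosomes, which argues against fewer genes per megabase on the X as the whole cause. Differences in how well reads map to the X, and in binding, stay open and were not tested.

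The chromosome 17 peak with 139 and 19 ChIP counts departs from chance in counting, with an exact binomial adjusted p of 7.41e-16. It had the highest input count, and its replicate 1 to input ratio was at the percentile 43.7 of the other peaks, while its replicate 2 to input ratio was below all of them. Extra copies of this DNA in the chromatin of replicate 1 and of the input may explain this, as a hypothesis. The peak is 88% repeat sequence. The 25 other peaks with at least 80% repeat sequence had a median input count of 6, against 7 for all peaks, which argues against reads from annotated repeats in general. Of these 25, 6 differed between the replicates at an unadjusted p under 0.05, but 5 of them were higher in replicate 2. A variant between the pools of animals stays open.

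The log2 ratio of replicate 1 to replicate 2 rose with GC content across peaks (Spearman rho 0.192), mainly through the peaks of low GC content. Its median was -0.38 in the lowest GC decile and -0.14 in the next, and between 0.01 and 0.07 in the other 8. Of the 9 peaks that were called higher in replicate 2, 6 lay in the lowest decile. The relation was weakest within TSS proximal peaks (rho 0.0625, 95% interval 0.0316 to 0.0969) and strongest within intergenic peaks (0.388). As it did not vanish in any class, genomic context of the peaks is not the whole cause. Within quartiles of the summed ChIP count, rho was 0.274, 0.167, 0.123 and 0.0826 from the weakest to the strongest. The relation stayed in every quartile, so the fall does not show whether weak signal at peaks of low GC content is part of the cause. The value in the strongest quartile (95% interval 0.0456 to 0.119) argues against such weak signal as the whole cause. A GC bias that differs between the library preparations stays open.

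The input followed ChIP replicate 1 more closely than replicate 2. After replicate 1 was thinned to the total of replicate 2, the difference in Spearman rho was 0.0339 (95% interval 0.0235 to 0.0449), so the larger total of replicate 1 is not the whole cause. Whether this and the relation with GC content have one source was not tested.

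TSS proximal peaks held AGRGGTCA less often than other peaks, and their median summed ChIP count was 76, against 64 elsewhere. This argues against weaker ChIP signal at TSS proximal peaks. The odds ratio against shuffled sequence was 0.672 times that of other peaks (95% interval 0.501 to 0.901), so base composition of the peaks is not the whole cause over all peaks. In the strongest quartile the odds ratio against shuffled sequence was 3.85 at TSS proximal peaks and 3.89 at others, so no difference was detectable there once base composition was matched. In the weakest quartile it was 1.40 (95% interval 0.678 to 2.88) against 3.77 (2.84 to 4.99). Whether the difference changes with the strength of the peak was not tested. In that quartile, TSS proximal peaks held the motif in 3.05% of cases against 2.71% of their flanking windows (two-sided Fisher's exact test, p = 0.761). In the strongest quartile the shares were 10.2% and 2.94% (Fisher's exact test, p = 3.82e-17). Other peaks held the motif in 11.8% of cases in the weakest quartile and in 16.2% in the strongest. The hypothesis that many weak TSS proximal peaks are signal of open chromatin, or binding through other proteins, stays open and was not tested.

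The 2 strongest peaks lay on an unplaced contig, with input counts at the percentiles 56.97 and 75.9 of all peaks. Extra copies of this DNA that the input would also show are thus not supported at these 2 peaks. The mean input count over all 3 peaks of the contig was 11.3, against 6.75 to 7.97 on the single autosomes, which goes the other way. Extra copies of the contig are therefore not excluded. Reads placed on this contig from similar sequence elsewhere stay open.

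More peaks lay above the typical ratio than below it, 154 against 5. In 20 simulated data sets with one ratio for all peaks, the largest number above was 0, so counting error alone gave no such calls there. Those data sets hold no true differences. They also left out the selection of peaks on their ChIP reads, so they cannot show why the 2 numbers are unequal. Low input counts went with the calls above: 56 of the 154 had at most 3 input counts, against 1200 of all 10069 peaks. The simulation used one dispersion for all peaks, and an input that varies more than the ChIP replicates stays open.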
